A study of Caenorhabditis elegans with 18 samples.

How the data were processed

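RNA was sequenced from whole day-1 adults of 3 C. elegans strains at 20 °C or after heat, 18 samples in 6 groups per the labels. Eggs were synchronised to first-stage larvae and grown on agar with E. coli OP50-1, per the labels' protocols, and RNA was extracted with TRIzol and a column kit. The deposited table holds estimated counts per RefSeq transcript that need not be whole (13.3% of the non-zero values are not), as when a read with several matches is divided among them. The aligner, counter, genome build and annotation version are not stated in the labels or the file header, so no coordinates are given. The table has 50755 transcript rows and 18 value columns. The deposited column that carries the name of the daf-16 20 °C replicate 1 sample holds transcript lengths in bases, another kind of value than counts, and was used as such. Isoforms of a gene repeat the same reads in the deposited counts.

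The remaining 17 columns were matched to samples by their header names, as the labels give them, and none was relabelled. The design set before the data were examined was an all-sample fit by these names. Because the length column takes a sample's name, the header can be read as displaced by 1 column. Only the 12 libraries labelled replicate 2 and 3 (2 per group) belong to their labelled group under both readings, from the order of the header alone. The comparisons use these libraries. This departs from the planned design and was chosen after seeing the table. The planned fit, on the 17 count columns, became an alternative once the table had been seen.

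Rows were matched through their accessions to gene names in the RefSeq annotation of WBcel235, which was used for names and neighbouring genes only. Of the rows, 45910 matched, giving 39798 genes. The other 4845 carried 23.3 to 24.3% of the row totals and were left out, with an alternative that kept them. Of 19983 annotated coding genes, 18042 have a row. Each gene was represented by its transcript with the highest mean count, rounded to whole numbers. For 158 genes the counts equal those of another gene, and these are uncertain. The table gives no strand, so overlapping and antisense genes are uncertain too. Gene-level totals were 18650448 to 33399513 counts per library used. A count of 3 was taken as the floor, and a fold against a group at or under it is given as a lower bound.

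Counts were tested with edgeR 4.0.16 (R 4.3.3), with TMM factors, filterByExpr, 1 dispersion estimate over the 6 groups (6 residual degrees of freedom) and the quasi-likelihood F-test. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. In all, 14278 genes were tested in 10 comparisons. They were heat in each strain, each mutant against N2 at each temperature, and 3 interactions. On simulated counts, 97.5% of 200 changed genes were called with 12 false calls, and for interactions 70% of 2-fold and 98% of 4-fold changes were called, over 14278 genes. The changed genes were drawn only from those with a mean log2 CPM over 1. Libraries were simulated as independent, with the fitted dispersions and otherwise equal groups. These shares need not hold for weaker genes or for replicates that vary more.

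Lists of genes were written before the data were examined: cytosolic heat shock genes, organelle chaperones, DAF-16 class I genes, DAF-16 class II genes, vitellogenins, oocyte and eggshell genes, sperm genes and larval moulting genes. Each was tested with camera (limma 3.58.1) on voom values with an estimated correlation between genes, adjusted over 80 tests. List medians are those of the voom values. Families of at least 15 genes sharing a symbol prefix (84 families, 840 tests) were tested in the same way and adjusted within each comparison. The expected correlation between effects that share controls was simulated with unchanged groups. Genes named in the text were fixed by a rule written before the data were examined: pqm-1 and daf-16, list members, and in each comparison the 3 largest rises and 3 largest falls with an adjusted p under 0.05, a mean log2 CPM of at least 1 and replicate values that do not overlap. Other genes named were chosen after their values were seen.

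Alternatives were DESeq2 1.42.0, relative log expression factors, library size only, no filter, a mean count of at least 10, only the groups compared, a replicate block, a strain-by-replicate block, a fold threshold, fry, a preset correlation of 0.01 and leaving out each library; for correlations and slopes, also a Pearson correlation and an ordinary least squares slope. Alternatives chosen after seeing the data were the longest transcript of a gene and keeping unmatched rows. Figures were drawn with matplotlib 3.10.9.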

Results

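RNA of whole day-1 adult Caenorhabditis elegans was sequenced in 3 strains: the laboratory wild type N2, a strain with the pqm-1 allele ok485 and a strain with the daf-16 allele mu86. PQM-1 and DAF-16 are transcription factors, and the study asks how PQM-1 acts through DAF-16 in resistance to stress. Worms either stayed at 20 °C or were exposed to 35 °C for 1 h and then recovered at 20 °C for 2 h. The labels give 3 replicates for each of the 6 groups, 18 samples in all. The comparisons ask which genes change with heat in each strain, which genes differ between each mutant and N2 before and after heat, and whether the heat response differs between strains.

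The first value column of the count table carries the name of the daf-16 20 °C replicate 1 sample, but its values are transcript lengths. They equalled the annotated coding length in 12604 of 13148 single-transcript coding genes (95.9%), against at most 0.0304% in any of the other 17 columns. If the header lacks a name for this column, every sample name stands 1 column too early, and the library labelled replicate 1 of a group belongs to the group named before it. The libraries labelled replicate 2 and 3 fall in their labelled group under both readings of the header. The comparisons therefore rest on these 12 libraries, 2 per group, a choice made after the table had been seen. The original plan, all count columns by their header names, gave 0 genes at an adjusted p under 0.05 in each of the 10 comparisons. At an unadjusted p under 0.05 it gave between 158 genes, for the difference in heat response between pqm-1 and N2, and 1124 genes, for daf-16 against N2 at 20 °C.

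Gene-level totals ranged from 18650448 to 33399513 counts in the 12 libraries. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom between 5.3 and 20.3 over genes, so no pair was treated as repeated deposits of one library. That the libraries are separate replicates rests on the labels.

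The mutated genes were examined first. In the libraries labelled replicate 2 and 3, pqm-1 stood at 25.1 ± 1.42 CPM (counts scaled to the library's total; mean ± SD, n = 2) in N2 at 20 °C and at 11.2 ± 1.87 in the pqm-1 strain. After heat the values were 32.7 ± 0.451 in N2 and 20.3 ± 1.63 in the pqm-1 strain. The log2 fold change was -1.16 at 20 °C and -0.69 after heat, and neither passed the threshold over all genes tested (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0585 and 0.18). The unadjusted p of this test, for a gene fixed in advance, was 4.24e-05 at 20 °C and 0.00182 after heat. With DESeq2 both passed, at -1.17 and -0.70. The total for daf-16 did not differ past the threshold in the daf-16 strain, with 106.4 ± 12.2 CPM at 20 °C against 96.8 ± 12.3 in N2 (n = 2), and 93.8 ± 5.35 against 107.2 ± 6.73 after heat (log2 fold change 0.14 and -0.19, adjusted p 0.508 and 0.377). The count of a second daf-16 transcript row fell short of that of a first by 1.84% ± 0.547 (SD, n = 4 libraries over both temperatures) in the daf-16 strain. The shortfall was 25.6% ± 2.18 (n = 4) in N2 and 25.1% ± 1.09 (n = 4) in the pqm-1 strain. It is a net difference, since each row may hold reads that the other lacks. These rows were chosen after their values were seen.

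In markers of heat or strain, the 5 libraries labelled replicate 1 went against their labels. The small heat shock gene hsp-16.2 stood at 206.5 CPM in the library labelled N2 20 °C replicate 1 and at 324.1 CPM in the library labelled pqm-1 20 °C replicate 1. The highest value among the 20 °C libraries used was 0.425 CPM. In the 3 libraries labelled 35 °C replicate 1, hsp-16.2 was at most 0.4 CPM, against at least 257.2 CPM in the 35 °C libraries used. In the library labelled N2 20 °C replicate 1, the second daf-16 row was 51 short of the 2263 of the first (2.25%, 95% Wilson interval 1.72 to 2.95%). This shortfall was within the range of the daf-16 strain. In the library labelled pqm-1 20 °C replicate 1 the shortfall was 26.4% (24.9 to 27.9%), and pqm-1 stood at 34.5 CPM. Such intervals cover counting error only, and treat each read of the second row as also counted in the first.

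**Figure D1:**
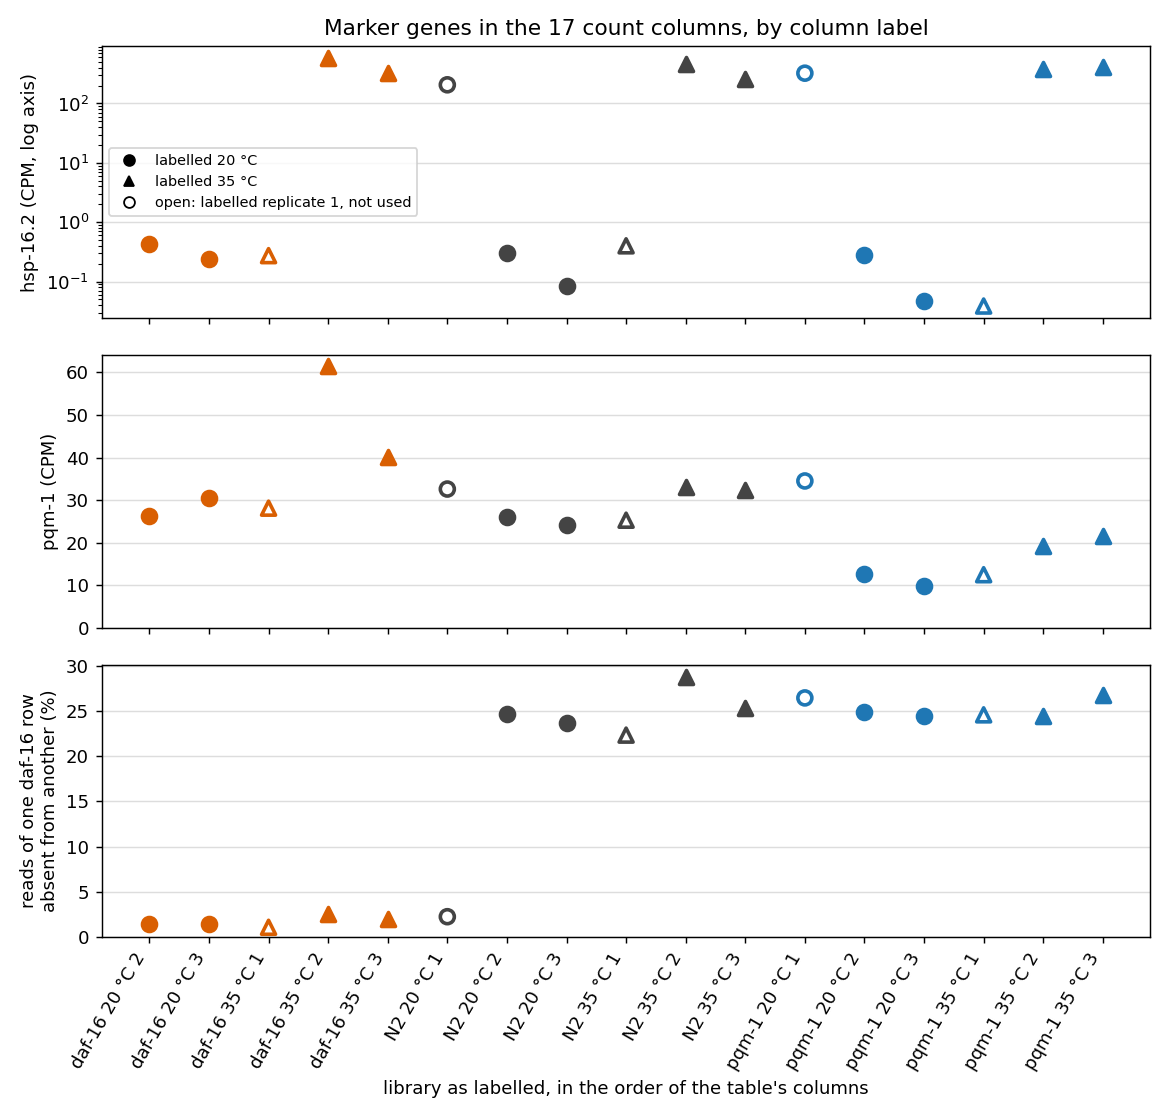
Each point is 1 library, in the order of the table's columns and coloured by labelled strain (orange daf-16, grey N2, blue pqm-1). The panels show hsp-16.2 and pqm-1 in CPM and the net shortfall of a second daf-16 row against a first, in percent of the first. Circles are labelled 20 °C, triangles 35 °C, and open symbols are the 5 libraries labelled replicate 1, which were not used; their hsp-16.2 values lie at the opposite level from the filled symbols of the same shape.

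Heat changed 4952 of 14278 tested genes in N2 (2403 higher, 2549 lower), 3595 in the pqm-1 strain (1790 higher, 1805 lower) and 4724 in the daf-16 strain (2360 higher, 2364 lower), by edgeR's quasi-likelihood test at an adjusted p under 0.05. Apart from the fit by header names, the alternative that moved these counts most was a further requirement of an absolute log2 fold change of at least 1, which left 1138, 915 and 1191 genes. The order of the strains depended on the fit. With only the groups compared, 3659 genes were called in N2, 5074 in the pqm-1 strain and 3433 in the daf-16 strain. Scaling to library size without composition factors shifted the split, to 61.8% higher in N2 and 61.1% in the pqm-1 strain, from 48.5% and 49.8%. Of 6995 genes called for heat in any strain, 2373 were called in all 3, each in the same direction in all 3 (1122 higher, 1251 lower). Of the genes called in N2 and pqm-1, 2753 of 2754 moved in the same direction, and of those called in N2 and daf-16, 3009 of 3021. In fits that left out one library, every gene called for heat kept its direction in its own strain. Calling selects effects that are large against the replicate spread, so this outcome was largely set in advance.

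The largest rises included those of small heat shock genes in each strain. In N2, hsp-16.2 rose from 0.191 ± 0.152 to 359.5 ± 145 CPM (n = 2), a log2 fold change of 10.90 ± 0.53 (SE; adjusted p 1.5e-07). It reached 401.2 ± 19.6 CPM in the pqm-1 strain and 452.3 ± 176 CPM in the daf-16 strain. For hsp-16.41 the N2 libraries at 20 °C held 0 and 1 counts, and the gene was at least 1720-fold higher after heat. It was at least 1990-fold higher in the pqm-1 strain, and 1780-fold higher in the daf-16 strain. The counts of hsp-16.1, among the largest rises in the pqm-1 strain (log2 fold change 9.88), equal those of its near-identical copy hsp-16.11, so both are uncertain. A further gene, sri-39, had 0 counts in both N2 libraries at 20 °C and was at least 56.9-fold higher after heat. In the daf-16 strain it was at least 77.8-fold higher. Its reads were divided with other genes in 5 of the 12 libraries, so its level is uncertain.

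The largest falls in N2 were those of pud-1.2, oac-32 and C32H11.4. The gene pud-1.2 fell by 4.20 on the log2 scale in N2 (SE 0.30, adjusted p 2.58e-06), and it was also among the largest falls in the pqm-1 strain (-3.28) and the daf-16 strain (-3.09). The others named by the rule were fat-5 (-3.60) and F23F12.3 (-3.39) in the pqm-1 strain, and oac-32 (-3.51) and cpt-5 (-3.30) in the daf-16 strain.

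All 14 tested genes of the list of cytosolic heat shock genes were higher after heat in each strain, over all genes tested and also adjusted over the list alone. The list's median log2 fold change was 5.16 in N2, 5.61 in the pqm-1 strain and 6.40 in the daf-16 strain. With hsp-16.41 at its bound and edgeR's values for the other genes, the medians were 5.47 in N2 and 5.61 in the pqm-1 strain. The set test with an estimated correlation between genes (camera) did not pass in any strain (adjusted p 0.348 in N2, 0.328 in each mutant), while the rotation test fry passed in all 3 (0.00324, 0.00324 and 0.00219). The heated replicates differed in these genes: hsp-70 stood at 136.1 and 40.8 CPM in the 2 heated N2 libraries, at 341.7 and 95.9 CPM in those of daf-16, and at 104.3 and 108.2 CPM in those of pqm-1. The pair F44E5.4 and F44E5.5 has identical counts, 25602 and 6218 in the heated daf-16 libraries. So do the pairs hsp-16.1 with hsp-16.11 and hsp-16.48 with hsp-16.49. The list thus holds fewer than 14 separate measurements.

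Over the 6995 genes, the total least squares slope against N2 was 0.940 for pqm-1 (jackknife SE over libraries 0.148) and 1.04 for daf-16 (SE 0.201), both within their error of equal change. The ordinary least squares slope was 0.851 (SE 0.11) for pqm-1, which is farther from equal change than its error, and 0.897 (SE 0.16) for daf-16. This is a description across genes, which are not independent replicates. The SEs took the libraries as 1 sample and not as groups of replicates, so they also hold shifts between groups. No gene passed the test of a difference in heat response between pqm-1 and N2 (1111 at an unadjusted p under 0.05), between daf-16 and N2 (2131) or between the mutants (931). DESeq2 called 6, 64 and 12 genes in these comparisons. A lack of calls here does not show that the responses were equal.

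**Figure D2:**
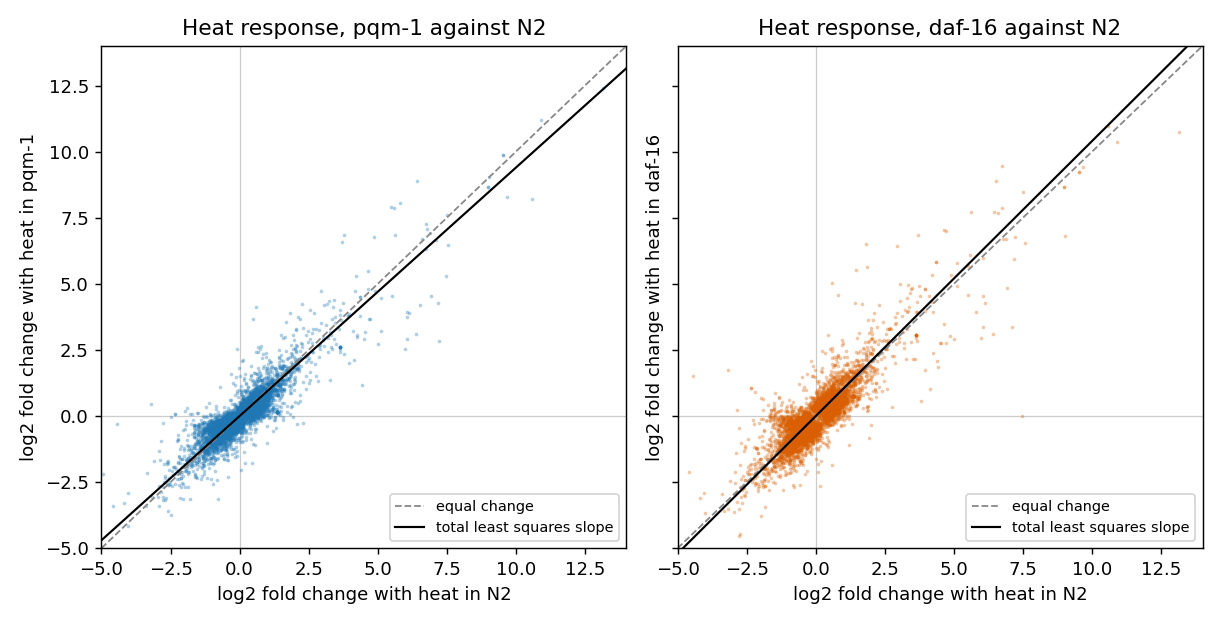
Each point is 1 of the 6995 genes called for heat in any strain, with its log2 fold change in N2 on the x axis and in the pqm-1 strain (left, blue) or the daf-16 strain (right, orange) on the y axis. The solid lines are the total least squares slopes, 0.940 and 1.04, close to the dashed line of equal change.

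Between the pqm-1 strain and N2, 9 genes differed at 20 °C (8 higher, 1 lower) and 40 after heat (32 higher, 8 lower), 7 of them at both temperatures and all 7 in the same direction. At an unadjusted p under 0.05 there were 1381 and 922 genes. The count at 20 °C moved most without a filter on low counts, to 550 genes (330 higher, 220 lower). The split between higher and lower at 20 °C also depended on the fit. With DESeq2 65 genes were higher and 35 lower, and with only the groups compared 13 were higher and 13 lower. The largest rise was that of Y17G7B.23, from 0.175 ± 0.107 CPM in N2 to 8.01 ± 1.07 in the pqm-1 strain at 20 °C (n = 2; log2 fold change 5.42 ± 0.34, SE; adjusted p 1.29e-05). After heat its log2 fold change was 5.04 ± 0.29 (adjusted p 5.08e-06). The gene dod-21 rose from 1.27 ± 0.320 to 11.2 ± 0.763 CPM at 20 °C (log2 fold change 3.16 ± 0.20, adjusted p 1.29e-05) and by 3.58 on the log2 scale after heat (adjusted p 4.06e-06). Its neighbour cld-1 also rose, by 3.14 and 3.53, but its counts were 48.4 to 52.2% of those of dod-21 in each of the 12 libraries, so its rise is no separate measurement. The gene lower at 20 °C was C32H11.4 (-1.49, adjusted p 0.0181). The largest falls after heat were those of gtnt-41 (-1.44), Y73B6BL.12 (-1.28) and cyp-32B1 (-1.15), with adjusted p 0.0168, 0.0495 and 0.0495. Reads of Y73B6BL.12 were divided in 7 libraries.

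Between the daf-16 strain and N2, 356 genes differed at 20 °C (240 higher, 116 lower) and 157 after heat (76 higher, 81 lower), 37 of them at both temperatures and in the same direction. With library size alone as the scaling, 237 genes differed after heat, 21.9% of them higher against 48.4% with composition factors. Of the 476 genes called at either temperature, 295 were also called for heat in N2. The largest fall at 20 °C was that of C32E8.9, from 23.5 ± 0.928 to 2.42 ± 0.408 CPM (n = 2; log2 fold change -3.28 ± 0.16, adjusted p 5.76e-07), and it stayed low after heat (-2.78, adjusted p 7.82e-06). The largest rise at 20 °C was that of haf-6, from 10.4 ± 0.692 to 52.9 ± 0.932 CPM (2.35 ± 0.11, adjusted p 5.76e-07). The genes srlf-34 (1.66) and dod-21 (1.42) were also higher at 20 °C, and F21C10.11 (-2.21) and sdz-24 (-1.31) lower. With all columns taken by their header names, srlf-34 was lower (-0.84). After heat the largest rises were those of H02F09.3 (2.25), clec-3 (1.62) and sysm-1 (1.60), and dlhd-1 (-3.33) and F21C10.11 (-2.81) fell with C32E8.9. The counts of dlhd-1 varied widely, at 104 and 370 in N2 and 7 and 24 in daf-16, and were divided with other genes in 5 libraries. The replicates of H02F09.3 in the heated daf-16 group differed, at 24.4 and 12.0 CPM, both above the N2 values of 5.26 and 2.57 CPM.

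**Figure D3:**
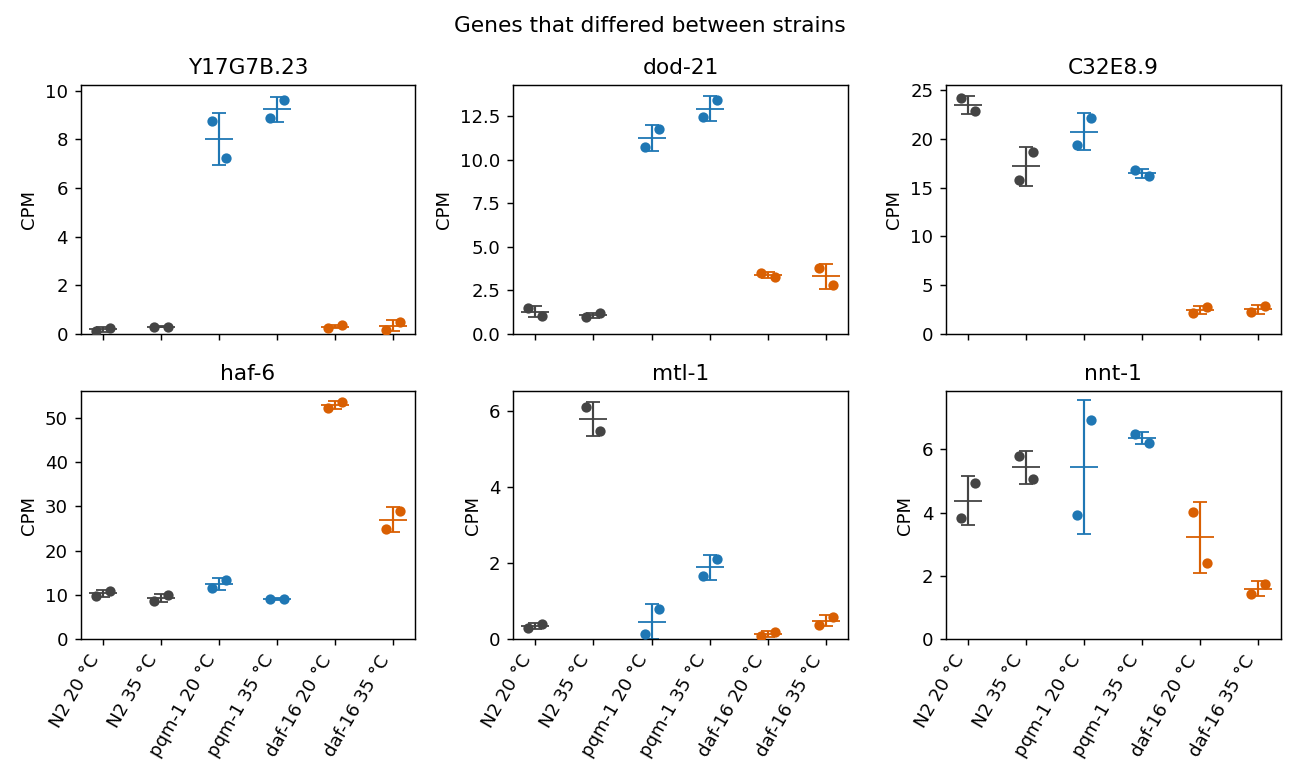
CPM of 6 genes in the 12 libraries used, by strain and temperature (grey N2, blue pqm-1, orange daf-16), with single libraries as points and the mean ± SD of the 2 libraries per group as bars. Y17G7B.23 and dod-21 are higher in the pqm-1 strain, haf-6 is higher and C32E8.9 lower in the daf-16 strain, and mtl-1 rose to 5.78 CPM with heat in N2 against 0.485 CPM in the daf-16 strain.

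Both mutants were compared with the same N2 libraries, so their effects share chance values. Across the tested genes, the Spearman correlation of the strain effects was 0.625 at 20 °C. Simulated unchanged groups gave 0.449 (0.44 to 0.456 in 10 simulations). After heat it was 0.43 against a simulated 0.425. For the interactions with heat it was 0.563 against 0.438. The jackknife SE over libraries was 0.188, but it takes the 12 libraries as 1 sample and not as 6 groups of 2. It thus counts shifts between groups as error and cannot decide whether the observed value lies above the simulated one. Without one library the interaction value ranged from 0.464 to 0.664. Without one library the value at 20 °C ranged from 0.502 to 0.733. At 20 °C 3 genes were called in both mutants, each in the same direction. They were dod-21, cld-1, which shares its reads, and irg-1, named after its values were seen. After heat 11 were called in both, 10 in the same direction.

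Of 80 tests of 8 gene lists in 10 comparisons, 1 passed with an estimated correlation (12 at an unadjusted p under 0.05). The same test did not pass for the heat shock genes, of which 14 of 14 were called higher with heat in each strain. A list that did not pass is therefore not shown to be unchanged. The list of DAF-16 class I genes, which DAF-16 is known to activate, was lower in the daf-16 strain than in N2 after heat, with a median log2 fold change of -0.54 and 13 of 14 genes lower (adjusted p 0.0435; fry 0.00178). Without one library the median lay between -0.62 and -0.52, and with library size scaling (adjusted p 0.0768) or a replicate block (0.0906) the test no longer passed. Of these genes, 4 were called over all genes tested, all lower, and 11 adjusted over the list alone. The 4 were mtl-1 (-3.53, adjusted p 0.00107), nnt-1 (-1.75, 0.0192), icl-1 (-0.82, 0.0303) and ctl-1 (-0.51, 0.0458). At 20 °C the list's median in the daf-16 strain was -0.39, with 5 of 14 genes higher, and did not pass (adjusted p 0.348; fry 0.0523). Without one library this 20 °C median lay between -0.51 and -0.11. In the pqm-1 strain after heat, mtl-1 fell by 1.61 on the log2 scale and did not pass (adjusted p 0.0559). The class I gene dod-3 rose there by 3.12 and did not pass either (adjusted p 0.0532), and the list's median was -0.03. Adjusted over the list alone, 1 gene was higher and 1 lower. The test of a difference in heat response between daf-16 and N2 did not pass for this list (median -0.39, adjusted p 0.168; fry 0.0126). Without the heated daf-16 replicate 3 this median was -0.19.

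The list of DAF-16 class II genes was higher in the daf-16 strain after heat, with a median of 0.86 and 7 of 7 genes higher, and did not pass (adjusted p 0.0922; fry 0.00219). Over all genes tested 4 were called, all higher, and 6 adjusted over the list alone: dod-17, dod-21, dod-22 and dod-24 were the 4. In the pqm-1 strain after heat the median was 0.36, with 6 of 7 genes higher (adjusted p 0.132; fry 0.00324). Here 2 genes, dod-21 and dod-22, were called over all genes tested and 5 adjusted over the list alone, 4 higher and 1 lower (dod-19, -0.24). At 20 °C the list's median in the daf-16 strain was 0.62 (adjusted p 0.168; fry 0.00502).

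The vitellogenins, which encode yolk proteins, fell with heat in each strain, with medians of -1.45 in N2, -1.30 in pqm-1 and -0.94 in daf-16 and 4 of 4 genes lower (adjusted p 0.348, 0.348 and 0.423; fry 0.00942, 0.0155 and 0.0511). Over all genes tested 4, 4 and 3 of them were called, and 4 in each strain adjusted over the list alone, all lower. The oocyte and eggshell genes had medians of -0.95, -0.47 and -0.32 with heat and 12 of 12 genes lower (adjusted p 0.38, 0.495 and 0.67; fry 0.0205, 0.145 and 0.346). Of these, 11 in N2, 6 in pqm-1 and 1 in daf-16 were called over all genes tested, all lower. Adjusted over the list alone there were 12, 10 and 0, and 3 in daf-16 had an unadjusted p under 0.05. The daf-16 median of the oocyte list was -0.02 without the heated daf-16 replicate 2 and -0.63 without replicate 3. That of the vitellogenins was -0.61 without the heated daf-16 replicate 2. The larval moulting genes were higher at 20 °C in pqm-1 (median 0.65, 10 of 10 genes higher, adjusted p 0.132, fry 0.0126) and daf-16 (0.92, 10 of 10, 0.132, fry 0.00502). Of its genes, 0 in pqm-1 (9 at an unadjusted p under 0.05) and 7 in daf-16 were called over all genes tested, and 9 in each adjusted over the list alone. The sperm list had its largest shift with heat in daf-16 (-0.42, adjusted p 0.348, fry 0.00502), and the 3 tested organelle chaperones theirs between daf-16 and N2 after heat (0.37, adjusted p 0.328, fry 0.0216). Without the heated daf-16 replicate 2 the latter was 0.11. Families defined by symbol prefix gave 0 of 840 tests at an adjusted p under 0.05, with 31 at an unadjusted p under 0.05.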

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

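The tests of the explanations given here were all chosen only after the results had been seen.

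In data that no comparison uses, hsp-16.2 stood at 206.5 CPM in the library labelled N2 20 °C replicate 1 and at 324.1 CPM in the library labelled pqm-1 20 °C replicate 1, far above the other libraries labelled 20 °C (at most 0.425 CPM). RNA from heated worms mixed into 20 °C libraries is argued against, since the 3 libraries labelled 35 °C replicate 1 would keep the heat level, and the highest of them had 0.4 CPM. Tubes swapped between temperatures within a strain are argued against by pqm-1, which in the library labelled pqm-1 20 °C replicate 1 was 1.61 times its highest value in the 4 pqm-1 libraries used. A header displaced by one column would place each of the 5 libraries in the group named one column to the left. The centred profiles of 5 of 5 correlated best, across 12581 genes, with that group, at 0.573 to 0.785, and negatively with their own labelled group, at -0.711 to -0.412. By distance to the group means, computed beside it, 4 of 5 were nearest to that group, and the library labelled N2 20 °C replicate 1 was nearest to heated N2. A displaced header is the candidate explanation that stays open. It is a hypothesis, since only the submitters could settle it, and no biological explanation was tested.

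As a list, the larval moulting genes moved with heat in opposite directions in N2 and in both mutants, in each same-numbered pair of libraries. Single genes did not all follow: 8 of 10 were higher with heat in N2, 1 of 10 in pqm-1 and 3 of 10 in daf-16. The heat shift of the list passed in none of N2, pqm-1 and daf-16 with camera (adjusted p 0.648, 0.423 and 0.711) or fry (0.229, 0.067 and 0.398). The mean log2 difference from N2 was -0.83 for pqm-1 and -0.534 for daf-16. For pqm-1, with 10 of 10 genes lower, the test of the difference did not pass with camera (adjusted p 0.168) and passed with fry (0.0464). For daf-16, with 1 of 10 genes higher, it passed with neither (0.361 and 0.159). Over all genes tested 0 of the 10 genes were called for either mutant (6 and 4 at an unadjusted p under 0.05), and adjusted over the list alone 6 for pqm-1 and 1 for daf-16, all lower. One deviating library is argued against for pqm-1, where both signs stayed when each library was left out and the value nearest to a change of sign was 0.189, against an N2 median of 0.27. The N2 median was 0.55 without N2 20 °C replicate 2. For daf-16 a single library may decide, since the heat median of -0.15 became 0.034 without daf-16 20 °C replicate 2. Between pqm-1 and N2 the list's median was 0.65 at 20 °C and 0.002 after heat, so the strains differed before heat and not after it. For daf-16 the medians were 0.92 and 0.45. The opposite heat changes and the rise at 20 °C rest on the same 20 °C libraries and are not separate observations. Different timing of the cultures and an effect of the mutations on these genes stay open for pqm-1.

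With heat, clec-3 fell in both N2 pairs of libraries and rose in both daf-16 pairs. C32E8.9 fell in both N2 pairs, by 0.61 and 0.295 on the log2 scale, while its daf-16 changes of 0.042 and 0.049 were within the replicate spread of that strain (2.42 ± 0.408 CPM at 20 °C and 2.50 ± 0.429 after heat, n = 2). For C32E8.9 the difference between the strains was 0.498 on the log2 scale. Its interaction had an unadjusted p of 0.0518 (edgeR quasi-likelihood test, adjusted 0.338). For clec-3 the difference was 0.842. Its interaction had an unadjusted p of 0.00468 and an adjusted p of 0.223. For both genes the spread between replicate libraries cannot be told apart from a strain difference with 2 libraries per group.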

How the results depend on the processing

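Leaving out each of the 12 libraries in turn leaves 1 library in a group, so only values were computed, with no calls; the numbers of genes, lists and families past the threshold were not computed for these fits. In these fits each gene called between strains or for heat kept its direction, which the selection of called genes largely set in advance. The log2 fold change of daf-16 between its strain and N2 at 20 °C ranged from 0.013 to 0.288, and the lowest value came without N2 20 °C replicate 3.

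The planned fit of all 17 columns by their header names was made an alternative after seeing the data. It gave 0 genes in each comparison, against 4952, 3595 and 4724 for heat in N2, pqm-1 and daf-16, 9 and 40 for pqm-1 against N2 at 20 °C and after heat, and 356 and 157 for daf-16. At an unadjusted p under 0.05 it gave 660, 234, 872, 255, 329, 1124 and 780 genes. It gave 2 list tests, correlations of 0.379 for the strain effects and 0.349 for the interactions, and slopes of 0.581 for pqm-1 and 2.46 for daf-16. It reversed srlf-34 (-0.84) and hsp-17 (-0.57) in daf-16 against N2 at 20 °C. If the header is displaced, this fit mixes heated with unheated libraries in each group but daf-16 at 20 °C, which has no replicate 1 count column.

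An absolute log2 fold change of at least 1 left, by construction, fewer genes: 1138, 915 and 1191 for heat in N2, pqm-1 and daf-16, 19 for pqm-1 after heat, and 55 and 56 for daf-16 at 20 °C and after heat. DESeq2 called 100 and 88 genes for pqm-1 at 20 °C and after heat, and 6, 64 and 12 for the interactions of pqm-1, of daf-16 and between the mutants. Without a filter on low counts, 550 and 287 genes were called for pqm-1, 1313 and 1104 for daf-16, and 284, 794 and 197 for the interactions. Few of these were genes that the filter had removed (2, 1, 2, 3, 0, 4 and 0). With only the groups compared in the fit, 26 genes were called for pqm-1 at 20 °C, and 189 and 25 for daf-16 at 20 °C and after heat. With library size only, 237 genes were called for daf-16 after heat. For DESeq2, the filter and the scaling, the cause was not tested.

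The fall of pqm-1 in its own strain at 20 °C passed the threshold with DESeq2 (-1.17), library size only (-1.16), the replicate block (-1.16) and only the groups compared (-1.16). After heat it passed with DESeq2 (-0.70) and only the groups compared (-0.70).

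Of the 80 list tests, 24 passed with fry, 35 with a preset correlation, 0 with library size only and 0 with the replicate block (12 and 13 at an unadjusted p under 0.05). Of the 840 family tests, 87 passed with fry and 175 with a preset correlation.

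The replicate numbers were not shown to pair the libraries: over 15 pairs of groups, same-numbered deviations correlated between -0.242 and 0.217, and 1 pair was over 0.1. With the replicate block 16 genes were called for pqm-1 at 20 °C; the other counts of genes were within 1.5 times.

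Relative log expression factors, a mean count of at least 10 and, chosen after seeing the data, the longest transcript and the unmatched rows left the counts of genes within 1.5 times. So did the strain-by-replicate block, which was run for heat and the interactions but not for the comparisons between strains. Of 101 other results for named genes, 100 kept their side of the threshold with DESeq2, 97 with library size only (4 weaker), 98 with the block (3 weaker) and 82 with only the groups compared (19 weaker). By header names 99 were weaker. Without one library, 106 values moved by more than the spread between replicates and 298 did not.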

Other observations

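The tests on neighbours of the mutated genes and on the heated daf-16 libraries were set before their results were seen, and the others after, among them the counts of neighbours at an unadjusted p.

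The heated replicates of N2 and daf-16 differed in heat shock genes. Replicate 2 was above replicate 3 in 13 of 14 list genes in N2 (median log2 difference 0.90) and in 14 of 14 in daf-16 (median 0.60), most in F44E5.4 (2.00 and 2.32). In pqm-1 it was above in 4 of 14 (median -0.04). These tallies and medians count both genes of each pair with identical counts, so they hold fewer than 14 separate measurements. If the heat response had unequal strength between the 2 libraries of a group, other heat-responsive genes would follow. Outside the list, the difference between the heated daf-16 libraries followed the N2 heat log2 fold changes, with a Pearson correlation of 0.437 across 4938 genes. That between the heated N2 libraries followed the pqm-1 changes at 0.518 across 3581 genes. Genes are not independent replicates. In the other groups the correlation was 0.057 to 0.085, except 0.242 for daf-16 at 20 °C. Unequal exposure or recovery of whole plates is a candidate explanation for the wide spread of hsp-70 and F44E5.4 in these groups.

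Variants linked to a mutated locus may change the expression of nearby genes. Among the 200 tested genes next to daf-16 (100 on each side), 3 were called between daf-16 and N2, 1.5% against 3.36% elsewhere (Fisher's exact test, one-sided, p 0.965). They were row-1, fkb-7 and B0205.4. At an unadjusted p under 0.05 the shares were 32.5% and 32.27% (one-sided exact p 0.5). Among the 200 next to pqm-1, 0 were called between pqm-1 and N2, 0% against 0.3% elsewhere (one-sided exact p 1), so each of the 42 called genes lay outside this distance. At an unadjusted p under 0.05 there were 28, 14% against 14.82% elsewhere (one-sided exact p 0.657). An excess next to either gene was not seen. Variants linked to the daf-16 locus acting on neighbouring genes, or variants linked to the pqm-1 locus acting on neighbouring genes, are argued against as the cause of the called genes as a set. An effect on a few neighbours is not excluded. Linked variants that act on distant genes and variants elsewhere in the strains were not tested and stay open.

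The rise of cld-1 in both mutants may come from the same reads counted in both rows, its own and that of its neighbour dod-21. The ratio of their counts varied far less over the 12 libraries than independent counts would, with a chi-square of 0.126 on 11 degrees of freedom (lower-tail p 8.26e-10). In the libraries labelled N2 20 °C the counts were 15 and 13 for cld-1 against 30 and 25 for dod-21, and in those of pqm-1 114 and 126 against 226 and 252. The rise of cld-1 is thus no evidence apart from that of dod-21.

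Genes called between pqm-1 and N2 included neighbours on chromosome IV: K08D8.3, C32H11.4, dod-21 and dod-22 lie within 15 adjacent tested genes. With cld-1 left out, 41 genes were called at either temperature. Chance placement of the called genes is argued against, since 0 of 1000 random sets of as many tested genes held 4 within 15 adjacent genes (the highest held 3), although the distance was chosen after the genes were seen. C32H11.4 was lower and the other 3 higher, so they did not move in 1 direction. A variant in the strain and shared regulation both stay open and were not tested.

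At 20 °C the strain effects of the mutants were correlated at 0.625 across genes. Noise of the shared N2 libraries, with each group's own replicate differences in place of 1 dispersion, gave up to 0.581 over 4 combinations of signs. The observed value lies above it, but without one library it ranged from 0.502 to 0.733, on both sides of 0.581. The jackknife SE over libraries (0.186) takes them as 1 sample and not as groups of 2, so it cannot decide. With 2 libraries per group this noise and a shared strain effect cannot be told apart.

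The moulting genes were higher in both mutants than in N2 at 20 °C. One deviating N2 20 °C library is argued against, since without either one the medians stayed at 0.759 times their value or closer. Different developmental timing of the strains' cultures at harvest would also move the oocyte and eggshell genes, and these were lower in pqm-1 (median -0.243, 12 of 12 genes lower) and daf-16 (-0.54, 12 of 12). Neither shift passed with camera (adjusted p 0.435 and 0.348) or fry (0.355 and 0.0943). Over all genes tested 0 genes were called in pqm-1 and 1 in daf-16, and adjusted over the list alone 2 and 12, all lower. The pqm-1 median was -0.09 without N2 20 °C replicate 2 and -0.40 without replicate 3. Strain and culture coincide here, so timing and an effect of the mutations cannot be told apart. After heat the moulting median was 0.45 in daf-16 (0.29 without heated N2 replicate 2), and in pqm-1 5 of 10 genes were higher.

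The rise of sri-39 with heat was shared by adjacent genes: sri-36 rose by 4.20 and F33H12.7 by 3.32 on the log2 scale in N2. These genes were chosen after their values were seen, and no explanation was tested.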
